# MiR-106a-5p by Targeting *MAP3K2* Promotes Repair of Oxidative Stress Damage to the Intestinal Barrier in Prelaying Ducks

**DOI:** 10.3390/ani14071037

**Published:** 2024-03-28

**Authors:** Li Zhang, Xiang Luo, Rui Tang, Yan Wu, Zhenhua Liang, Jingbo Liu, Jinsong Pi, Hao Zhang

**Keywords:** apla-miR-106a-5p, intestinal barrier function, MAP3K2, oxidative stress, prelaying ducks

## Abstract

**Simple Summary:**

During the transition of ducks from floor to cage rearing, their intestinal barrier function is severely disrupted, adversely affecting economic performance. This study investigated the role of a crucial class of small noncoding RNAs, known as microRNAs (miRNAs), in repairing oxidative stress-induced damage to the duck intestinal barrier. In this study, we observed a significant downregulation of apla-miR-106a-5p during the repair of intestinal barrier damage. Additionally, we found that apla-miR-106a-5p can target and bind to *MAP3K2*, exerting post-transcriptional regulation and promoting the repair of intestinal barrier damage. These findings contribute valuable insights into the mechanisms involved in the repair of oxidative stress-induced damage to the intestinal barrier in ducks.

**Abstract:**

Under caged stress conditions, severe disruptions in duck intestinal barrier function, which adversely affect economic performance, have been observed. MiRNAs play a crucial role in cellular processes, but the mechanisms underlying their involvement in repairing oxidative stress-induced damage to duck intestinal barriers have not been elucidated. We performed miRNA-seq and protein tandem mass tagging (TMT) sequencing and identified differentially expressed miRNAs and proteins in oxidative stress-treated ducks. Dual-luciferase reporter vector experiments, RT-qPCR, and Western blotting revealed the regulatory role of apla-miR-106a-5p/MAP3K2 in intestinal barrier damage repair. The results showed that oxidative stress led to shortened villi and deepened crypts, impairing intestinal immune function. Significant downregulation of apla-miR-106a-5p was revealed by miRNA-seq, and the inhibition of its expression not only enhanced cell viability but also improved intestinal barrier function. TMT protein sequencing revealed MAP3K2 upregulation in caged-stressed duck intestines, and software analysis confirmed *MAP3K2* as the target gene of apla-miR-106a-5p. Dual-fluorescence reporter gene experiments demonstrated direct targeting of *MAP3K2* by apla-miR-106a-5p. RT-qPCR showed no effect on *MAP3K2* expression, while Western blot analysis indicated that MAP3K2 protein expression was suppressed. In summary, apla-miR-106a-5p targets *MAP3K2*, regulating gene expression at the transcriptional level and facilitating effective repair of intestinal barrier damage. This discovery provides new insights into the molecular mechanisms of physiological damage in ducks under caged stress, offering valuable guidance for related research.

## 1. Introduction

Intensive and facility-based breeding of laying ducks is a novel farming approach that offers several advantages, including mitigating pollution in the laying duck industry, increasing biological safety and product quality, and boosting the efficiency of laying duck production through standardized practices [1,2]. The typical age for transitioning laying ducks into a cage-rearing system is approximately 90 ± 10 days. However, the shift from ground-based rearing to cage-rearing systems can induce a robust stress response in prelaying ducks, particularly during the early stages [3]. This change can lead to sluggish growth, reduced immunity, and even mortality, ultimately impacting farming efficiency and productivity [3,4]. A study revealed that caging-induced stress not only causes liver tissue damage to some extent but also leads to an increase in the expression of inflammatory damage factors [1]. The initial 5 days following the placement of laying ducks in cages represent a period of heightened stress sensitivity [3]. During this phase, the intestinal mucosa may experience varying degrees of damage, resulting in compromised mucosal barriers, diminished immune functionality, and an imbalanced gut microbiota [5]. The subsequent 5–10 days constitute a stress recovery period, during which the intestinal tract gradually transitions from a stressed state to a normal state [6,7]. The intestinal mucosa engages in self-repair through mechanisms such as cell regeneration, immune regulation, and inflammatory resolution, collectively contributing to the restoration of intestinal barrier function [8]. In this context, investigating the mechanisms underlying intestinal stress damage and repair is particularly crucial, as this study provides a scientific foundation and guidance for the sustainable development of intensive laying duck farming.

MicroRNAs (miRNAs) are small, non-protein-coding RNAs that exist in animals, plants, and viruses [9,10]. These molecules play a key role in the posttranscriptional regulation of gene expression and affect various biological processes. Although miRNAs do not have coding potential, they can decrease or inhibit translation by targeting the 3’ untranslated region (UTR) of mRNAs to mediate gene silencing [11,12]. Thus, miRNAs can affect the occurrence of apoptosis, inflammation, cancer, and various biological processes by regulating mRNA translation [13,14]. The differential expression of miRNAs is related to intestinal oxidative stress injury and intestinal epithelial barrier dysfunction. For example, oxidative stress can induce miR-494-3p expression through the p38MAPK-c-Myc signaling pathway [15]. Overexpression of miR-21 can downregulate the expression of ROCK1, inhibit the Rho-ROCK pathway, and protect the intestinal barrier [16]. In ducks, apla-miR-217-5p may be involved in the regulation of stress-induced intestinal mucosal injury through the regulation of CHRDL1 [17]. In addition, the long noncoding RNA uc.173 can specifically stimulate the translation of the tightly associated molecule claudin-1 by binding to miR-29b, which enhances intestinal epithelial barrier function [18]. The biological importance of many miRNAs in intestinal epithelial barrier repair has been elucidated, and functional studies have suggested that these molecules play their regulatory roles; previous research has also shown that miRNAs play regulatory roles in mammalian intestinal barrier repair. Furthermore, research on the mechanism of miRNA-mediated injury repair through posttranscriptional regulation of target genes in the stressed intestinal mucosa of ducks is still limited.

MAP3K2 is a crucial cellular signaling protein. This molecule belongs to the MAP3K family of proteins [19]. The primary function of MAP3K2 is to transmit external stimuli or signals into the cell, thereby activating downstream MAPK signaling pathways. Once activated, MAP3K2 triggers a series of cellular physiological processes, including cell proliferation, differentiation, migration, and invasion [20,21]. Such miRNAs as miR-3616-3p can target MAP3K2, regulating epithelial cell apoptosis induced by heat stress [22]. Moreover, overexpression of miR-186 can suppress the expression of MAP3K2, further inhibiting cancer cell proliferation, migration, and invasion [23]. However, the mechanism of action of MAP3K2 in the repair of intestinal barrier damage in ducks is still unknown.

In the present study, high-throughput sequencing and tandem mass tagging (TMT) proteomics technology were used to identify the differentially expressed miRNAs and proteins in the intestinal tissues of prelaying juvenile ducks in the traditional breeding (TB) and cage rearing (CR) groups. Correlation analysis and dual-luciferase reporter gene assays were subsequently used to screen for molecular pathways related to intestinal barrier repair. Finally, the role of the identified molecular pathways in duck intestinal barrier repair was validated at the cellular level; the results provide molecular targets for repairing damage to the intestinal mucosa caused by the stress of transferring prelaying ducks to cage-rearing environments.

## 2. Materials and Methods

### 2.1. Ethics Statement

The methods of this study were conducted in accordance with the Guide to Laboratory Animals developed by the Ministry of Science and Technology. All animal experimental procedures were approved by the Animal Ethics Committee of the Hubei Academy of Agricultural Sciences (2021-620-000-001-021).

### 2.2. Animals and Treatments

All ducks and duck embryos in this study were obtained from the poultry breeding experimental farm at the Hubei Academy of Agricultural Sciences (Wuhan, Hubei, China). In this study, sixty-four 90-day-old Nonghu No. 2 ducks, a new breed approved by the Chinese Livestock and Poultry Breeding Approval Committee, were selected. The ducks were pre-fed for one week before the official start of the experiment, and floor rearing was carried out on the ground during the prefeeding period. The test period was 10 days, and the animals were divided into the following two groups: the traditional breeding (TB) and cage rearing (CR) groups. Each group had 4 replicates, and each replicate included 8 ducks. The ducks in each group were fed in the same external environment and feeding management conditions, and the amount of food given to each group was consistent. 

### 2.3. Sample Collection

The samples were collected on the morning of the second day after the end of the trial. Sixty-four ducks were sacrificed by carotid artery bloodletting after being anesthetized by intravenous injection of 8 mg/kg xylazine hydrochloride (X-1251, Sigma-Aldrich, Carlsbad, CA, USA). A 5 cm sample from the duodenum was taken, washed with normal saline, labeled, and placed in a phosphate-buffered saline (PBS) solution; then, the sample was transferred to liquid nitrogen for freezing and stored in a −80 °C freezer for later transcriptome sequencing.

### 2.4. Morphological Examination

Formalin-fixed samples (TB and CR) were paraffin-embedded and laterally sliced to a thickness of 5 μm. After dewaxing and dehydration, the intestine sections were stained with hematoxylin and eosin (H&E). The morphology of the intestinal mucosa was observed using a Nikon E200 microscope (Nikon, Tokyo, Japan) and analyzed using an image analysis system. The specific measurements of intestinal villus length, crypt depth, and the villus height to crypt depth ratio were obtained through digital image processing techniques. High-resolution images of the intestinal tissue sections were captured, and specialized software was used to delineate and quantify the length of individual villi and crypt depth. The villus height-to-crypt depth ratio was then calculated by dividing the measured villus height by the corresponding crypt depth for each analyzed section.

### 2.5. RNA Extraction and Sequencing

Total RNA was extracted from the intestinal tract of each duck using a TRIzol reagent kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Then, the cells were treated with RQ1 DNase (Promega, Madison, WI, USA) to remove DNA. RNA quality and quantity were assessed on a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The RNA integrity was determined by an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). The RNA concentration was detected by a Qubit^®^ RNA Assay Kit with a Qubit^®^ 2.0 fluorometer (Thermo Fisher Scientific, Waltham, MA, USA). The miRNA sequencing libraries were prepared using the TruSeq Small RNA Sample Preparation Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. The purified library was assessed using a Qubit 3.0 fluorometer (Invitrogen), and the size distribution was analyzed using an Agilent 2200 Bioanalyzer (Agilent Technologies, Inc., Guangzhou, China). The library was subsequently on an Illumina HiSeq platform (Illumina Inc., San Diego, CA, USA). The miRNA expression levels were normalized based on the number of fragments per kilobase (FPKM) per transcript. The differentially expressed miRNAs in both groups were identified based on FPKM ≥ 100.00 and *p* < 0.01.

### 2.6. Protein Extraction and TMT Labeling

Total protein was extracted from the collected intestinal tissues using lysis buffer containing a 1% protease inhibitor cocktail. The protein concentration was determined by a bicinchoninic acid protein assay kit (Applied Biosystems, Foster City, CA, USA). Equal amounts of protein were digested using trypsin and labeled with TMT 10-plex reagents (Thermo Fisher Scientific, USA) according to the manufacturer’s instructions. TMT-labeled samples were analyzed using liquid chromatography-tandem mass spectrometry (LC-MS/MS) for protein identification and quantification. Peptide identifications with false discovery rates >1% (*p*-value > 0.01) were discarded. The protein grouping option was disabled in all analyses. For the annotation of cellular localization, data were analyzed through the use of QIAGEN Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN, Redwood City, CA, USA, www.qiagen.com/ingenuity, accessed on 20 November 2021).

### 2.7. Quantitative Real-Time PCR

Premier 5.0 software was used to design primers according to the sequences of the miRNAs, and the reaction mixture was placed on ice according to the instructions. A LightCycler^®^ 96 system (Roche, Life Science, Baden-Württemberg, BW, Germany) was used to perform qRT-PCR with cDNA of pre-reverse transcription and the SYBR^®^ PrimeScriptTM RT-qPCR Kit (Roche, Mannheim, Germany). U6 was used as an internal reference gene, and the primer sequences are shown in Table 1. The relative expression of miRNAs was calculated by the 2^−ΔΔCt^ method.

### 2.8. Establishment of the Cell Oxidative Stress Model 

Duck intestinal epithelial cells were isolated from six No. 2 laying duck embryos at embryonic day 26 through type I collagenase (Gibco, Grand Island, NY, USA, Thermo Fisher Scientific). The cells were cultured in DMEM/F12 (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 5% FBS (Mediatech Inc., Manassas, VA, USA) and incubated at 5% CO_2_ and 37 °C in 24-well cell culture dishes (Sangon, Shanghai, China) at a density of 3 × 10^5^ cells/cm^2^. After 24 h, except for those in the blank control group, the cells in each group were treated with 50 μmol/L H_2_O_2_ for 4 h to induce oxidative stress and establish a duck intestinal epithelial cell (dIEC) oxidative stress model.

### 2.9. Cell Transfection

The cells were divided into the following three groups after 24 h of culture: the blank control group (cells not subjected to oxidative stress treatment), the miR-106a-5p mimic group, the miR-106a-5p inhibitor group, and the negative control group (NC; cells subjected to oxidative stress treatment but not transfected). Transfection was performed using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Twenty-four hours after transfection, the cells were collected to determine the expression of MAP3K2.

### 2.10. Cell Viability Determination

Cell viability was assessed using the Cell Counting Kit-8 (CCK-8) assay (BS350A, Biosharp, Labgic Technology Co., Ltd., Shanghai, China) in accordance with standard procedures. The transferred cells were digested with enzymes in 6-well plates and seeded into 96-well plates (2 × 10^3^ cells/well). Then, 20 μL of CCK-8 reagent was added to each well, and the plates were incubated for 4 h. Subsequently, the absorbance at a wavelength of 450 nm was measured using a microplate reader (Victor X5, PerkinElmer, Singapore). The cell viability percentage was calculated using the following formula: cell viability = (mean absorbance in the test wells)/(mean absorbance in the blank control wells) × 100%. Cell viability was determined after 12 h, 24 h, and 36 h of treatment.

### 2.11. Measurement of Cell Transmembrane Resistance

Transepithelial electrical resistance (TEER) was measured using an epithelial voltohm meter with a chopstick electrode (Millicell ERS-2, Millipore, Billerica, MA, USA). The cells were seeded in Transwell^®^ 6-well plates (5 × 10^4^ cells/well) (Costar 3412, Corning, Grand Island, NY, USA). The electrode was immersed at a 90° angle, with one tip in the basolateral chamber and the other in the apical chamber. The TEER was calculated as follows: TEER (Ω∙cm^2^) = (cell growth hole value-blank hole value) × micropore area. The area of the insert in the Transwell^®^ 6-well cell culture plate was 4.67 cm^2^. The TEER was measured at 0 h, 12 h, 24 h, 36 h, and 48 h after treatment.

### 2.12. Protein-MiRNA Interaction Network Construction and Pathway Analysis

The protein-miRNA interaction network was generated via a bioinformatics approach that integrated miRNA target prediction outcomes with proteomic data. Initially, potential target genes for differentially expressed miRNAs were identified utilizing established miRNA target prediction algorithms and databases. The identified target genes were subsequently cross-referenced with the differentially expressed proteins extracted from our proteomic analysis. The interactions between the selected miRNAs and their target proteins were visualized and represented as an interaction network using specialized network visualization tools. In addition, Gene Ontology (GO; http://www.geneontology.org, accessed on 20 November 2021) was used for functional analysis of these genes, and the Kyoto Encyclopedia of Genes and Genomes (KEGG; http://www.genome.jp/kegg/, accessed on 20 November 2021) was used for pathway analysis.

### 2.13. Dual-Luciferase Reporter Assay

The 3′-UTR of the miRNA-binding site containing the target gene was amplified with the pmirGLO Dual-Luciferase miRNA target expression vector according to the manufacturer’s instructions. The verified vector plasmid was transfected into primary duck intestinal epithelial cells with miRNA mimics, miRNA inhibitors, and a negative control (NC, GenePhama, Shanghai, China) by Lipofectamine 3000 (Thermo Fisher Scientific, Waltham, MA, USA). After 24 h of transfection, the luciferase activities were measured using a luciferase reporter assay (Promega, Madison, WI, USA). The oligonucleotide sequences are listed in Table 2.

### 2.14. Western Blotting

Total protein was extracted from the cell samples with an RIPA buffer solution containing the protease inhibitor bicinchoninic acid (Solarbio, Beijing, China). The proteins were separated via polyacrylamide gel electrophoresis. Next, the proteins were transferred to a polyvinylidene fluoride membrane and blocked with 5% skim milk for 2 h. After sealing, the membranes were washed with TBST 3 times for 10 min each. The membrane was incubated with the primary antibody at 4 °C overnight and then washed with TBST 3 times for 10 min each. Then, the membrane was incubated with the secondary antibody at room temperature for 2 h. The luminous solution (A solution, B solution) was added at a 1:1 ratio in the dark. A pipette was used to obtain a suitable amount of luminous solution to cover the polyvinylidene fluoride film, which was exposed on the ECL luminous instrument; then, images were collected. The antibodies used in this study include MAP3K2 Rabbit mAb (MEKK2, R24953, ZENBIO, Chengdu, China), GAPDH Rabbit mAb (A19056, ABclonal, Wuhan, China), and HRP Goat Anti-Rabbit IgG (AS014, ABclonal, Wuhan, China). GAPDH was used as a loading control. Positive control (PC) is validated mouse embryonic stem cells used to verify the specificity of the MAP3K2 antibody.

### 2.15. Statistical Analysis

Data analysis was performed using SPSS 23.0 software (IBM, Inc., Armonk, NY, USA) based on the two-tailed Student’s *t*-test. Differences were considered significant when *p*-values were less than 0.05. All the data are expressed as the means ± standard deviations (SDs).

## 3. Results

### 3.1. Body Weight and Morphological Examination

After 10 days of cage rearing, the intestinal villi in the CR group were shortened, the depth of the crypts was increased, and the ratio of villus height to crypt depth was decreased (*p* < 0.01; Figure 1). The body weight and food intake of the CR ducks were significantly lower than those of the TB ducks (*p* < 0.01; Table 3).

### 3.2. MiRNA Expression Profiles and Target Gene Functional Annotation

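Small RNA libraries were made from the duodenum in 3 samples of the TB group, kept on the ground, and 3 of the CR group, moved to cages, in a trial of 10 days on ducks selected at 90 days of age. For each library the authors deposited 1 value for each of 1568 miRNA names, in a column headed TPM. The values of every library sum to 1000000, and all of them are whole multiples of the value of 1 read. They are therefore RPM values, reads of a name scaled to that sum, without a correction for miRNA length, whereas the methods section of the paper names FPKM. The size of that step gave back the reads behind each value. Summed over all names, they came to 5708735, 9339494 and 9014316 reads in TB replicates 1 to 3 and to 11395209, 1500905 and 9998318 reads in CR replicates 1 to 3. A read that was counted under several names enters these sums each time, so they can exceed the number of separate reads. A single read was therefore worth 0.0878 RPM in CR replicate 1 and 0.666 RPM in CR replicate 2. These libraries carry no molecular identifiers in the files, so that intervals and detection limits computed from the reads cover counting error only. Groups were compared with limma on log2(RPM + 1), CR over TB, for the 662 names with at least 10 reads in at least 3 of the 6 libraries. A pseudocount of 1 understates the change of miRNAs with low values. Apart from 83 names of the form novel_330, which name no species, the names carry the miRBase prefixes of 85 species, and 6 carry the duck prefix apl. A miRNA that the paper names with the prefix apla was therefore matched by its name without the prefix, and where several names matched, the one with the highest mean over the 6 libraries was used.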

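At least 1 read was counted for 1470 of the 1568 names in at least 1 library, and 98 names were listed at 0 in all 6. Single libraries held between 995 and 1161 detected names. Of the detected names, 926 had exactly the same reads in all 6 libraries as another name. Counting each distinct set of reads once left 830. Names with few reads can match by chance, and among the 662 tested names, which have more reads, 447 distinct sets were left. The requirement that moved the number most was 1 read in every library, which 724 names met.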

A total of 713 miRNAs were identified in all the intestinal samples by sequencing analysis. 

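Of the 1470 detected miRNA names, 280 (19.0%) had reads in one group only, 138 of them in TB and the others in CR. These names had few reads, with a median total of 1 read in each group and a maximum of 10 reads in TB and 16 reads in CR. In each group 116 of them were seen in a single library. Only 1 of the TB names and 2 of the CR names had reads in all 3 libraries of the group. A count of 0 allows up to 0.263 RPM in CR replicate 1, the deepest library, and up to 2.00 RPM in CR replicate 2, so most of these differences were not detectable at this depth. Their total over all libraries reached 10 reads in 1 of the TB names and 3 of the CR names. When at least 10 reads in a library were required for detection, 845 names were detected, 62 of them in TB only and 61 in CR only, most of which had fewer than 10 reads, but not 0, in the other group.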

Most of the identified molecules overlapped, with a small portion being uniquely expressed in each group. The statistical results revealed 21 differentially expressed miRNAs in the TB group and CR group: 6 miRNAs were upregulated and 15 miRNAs were downregulated (Figure 2A). 

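Of the 662 tested miRNA names, 0 had an adjusted p under 0.05 (limma, Benjamini-Hochberg) and 0 had an unadjusted p under 0.05. The smallest unadjusted p from limma was 0.0500 and the smallest adjusted p was 0.999. The thresholds of the paper's methods section, applied as an unadjusted p under 0.01 and a mean of at least 100 RPM, were met by 0 of the 246 tested names with such a mean. In 4 names all CR libraries lay above all TB libraries and in 11 names all lay below, where chance gives 10% of names. The count at an unadjusted p under 0.05 moved most, to 49 (20 higher and 29 lower in CR), in an edgeR fit on the recovered reads with a term for the split of the libraries into TB replicate 1 and CR replicate 2 on one side and the other 4 on the other. That term was chosen after the data were seen. Within the other 4 libraries limma gave 24 names (3 higher, 21 lower), and within TB replicate 1 and CR replicate 2 there is 1 library of each group, so no test can be made. In a simulation with no name changed and no such split, limma gave 32 of 662 names. The smallest adjusted p in the edgeR fit with that term was 0.399, and names with the same reads count separately.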

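All 21 miRNAs shown in Fig. 2B were matched to names in the files. The study chose them on these libraries, so their differences are not independent evidence. By the matched name with the highest mean, 18 of them moved in the direction shown in Fig. 2B and 3 did not, and in 12 the groups did not overlap. Their levels ranged widely, with 7 at a mean of at least 100 RPM, 11 under 10 RPM and 6 under 1 RPM, and 12 had enough reads to be tested. Adjusted over the list alone, 0 of these 12 had an adjusted p under 0.05 from limma, and the smallest was 0.803. Among the abundant miRNAs, miR-215-3p (aca-miR-215-3p) had 528 ± 75.3 RPM (SD, n = 3) in TB and 338 ± 103 RPM (SD, n = 3) in CR. For miR-10a (oar-miR-10a) the values were 4692 ± 446 RPM in TB and 3910 ± 249 RPM in CR, and for miR-10 (dps-miR-10) 1899 ± 139 RPM and 1601 ± 46.9 RPM. The miRNA miR-194b (bta-miR-194b) had 3003 ± 251 RPM in TB and 2305 ± 314 RPM in CR. In each of these 4 every CR library lay below every TB library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow), and none had a smaller adjusted p than 0.999 in limma. The reads of miR-10a and miR-10, and of miR-194b and miR-194-5p, are uncertain, since the authors' counting could have counted a read under both names of a pair. The groups overlapped for miR-194-5p (mmu-miR-194-5p), at 28431 ± 7176 RPM in TB and 20715 ± 8003 RPM in CR (two-sided exact permutation test, p = 0.4). They also overlapped for the more abundant names of miR-30d-5p and miR-30c-5p. At the low end, novel_330 had 4 reads and miR-124c-5p (gga-miR-124c-5p) had 6 reads over all 6 libraries.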

Cluster analysis indicated that the known differentially expressed miRNAs associated with TB and CR were clearly clustered into two classes, indicating that the samples had good uniformity among the three replicates (Figure 2B). 

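Over all 662 tested miRNA names, the libraries did not divide by group. The mean distance between libraries of different groups (1 minus Pearson's correlation of log2(RPM + 1) across miRNAs) was smaller than that within groups, with a difference of -0.04 (exact permutation test, one-sided, p = 0.6, where 3 against 3 cannot go below 0.1). TB replicate 1 and CR replicate 2 had a correlation of 0.968 with each other. The other 4 libraries had correlations of 0.982 to 0.992 among themselves, but of 0.737 to 0.818 with TB replicate 1 or CR replicate 2. These correlations are across miRNAs, which are not independent replicates. TB replicate 1 and CR replicate 2 lie in different groups, so their likeness dominates the distance between groups. The distance test therefore cannot decide whether the group had a smaller effect. Average linkage on these distances put TB replicate 1 and CR replicate 2 in one class and the other 4 libraries in the other. When only the 21 miRNAs of Fig. 2B were clustered, by complete linkage on standardized log2(RPM + 1) values, the classes held the 3 TB and the 3 CR libraries. Those miRNAs had been selected for their difference between the groups.

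**Figure D1:**
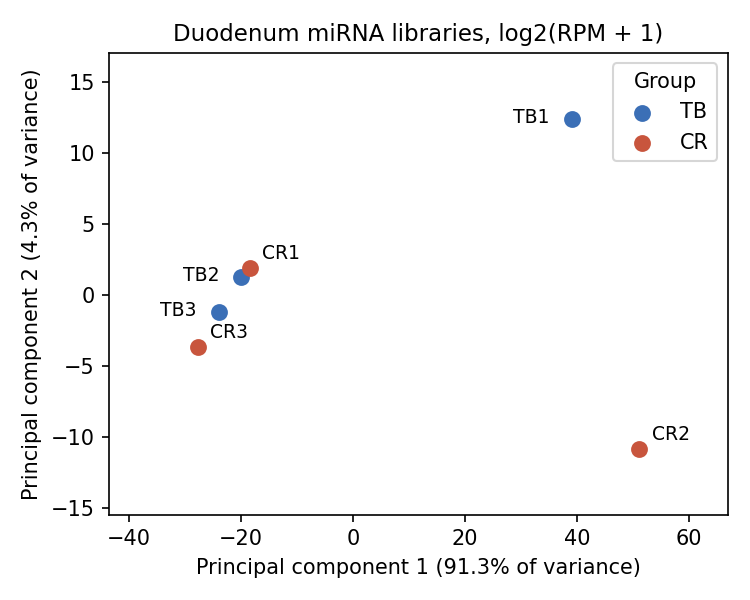
Principal components of log2(RPM + 1) over the 662 tested miRNA names, with 1 point for each library, colored by group. The first component (x axis, 91.3% of the variance) separates TB replicate 1 (TB1) and CR replicate 2 (CR2) from the other 4 libraries, and the second (y axis) holds 4.28% of the variance.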

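Fig. 2B shows 6 miRNAs with higher values in the CR group. In 3 of them the values were low in every library. The miRNAs miR-203-3p (ami-miR-203-3p) and miR-203a (gga-miR-203a) had exactly the same reads, at 0.396 ± 0.25 RPM (SD, n = 3) in TB and 2.56 ± 1.07 RPM (SD, n = 3) in CR, from 79 reads in all. The miRNA miR-29d (abu-miR-29d) had 0.476 ± 0.34 RPM in TB and 2.07 ± 1.12 RPM in CR, from 48 reads. For these miRNAs the groups did not overlap (two-sided exact permutation test, p = 0.1). The name miR-30d-5p stands in the files under 2 prefixes. Under ssa-miR-30d-5p it had 2.98 ± 0.41 RPM in TB and 8.45 ± 2.06 RPM in CR, a log2 fold change of 1.23 (standard error 0.51, adjusted p = 0.999 from limma). Under hsa-miR-30d-5p it had 9538 ± 10285 RPM in TB and 9476 ± 9601 RPM in CR, a log2 fold change of 0.04 (standard error 1.02, adjusted p = 0.999 from limma), and the sign changed with the normalization. The spread of the second name came from TB replicate 1 (21412 RPM) and CR replicate 2 (20491 RPM), against 2884 to 5052 RPM in the other 4 libraries. The more abundant name of miR-30c-5p (hsa-miR-30c-5p) was at 13630 RPM in TB replicate 1, at 10901 RPM in CR replicate 2 and between 340.1 and 699 RPM elsewhere, and its mean was lower in CR. Its log2 fold change was -0.50, and -0.59 without both of these libraries (a setting chosen after the data were seen). Leaving out 1 library alone changes their balance between the groups, and it was then 0.95 without TB replicate 1, 0.06 without CR replicate 1 and 0.47 without CR replicate 3. The values of miR-375-3p (pmi-miR-375-3p), 44.0 ± 47.8 RPM in TB and 104 ± 157 RPM in CR, overlapped between the groups (p = 1.0, exact permutation test).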

To determine the regulatory functions of miRNAs specifically expressed in the CR group, we performed GO and KEGG pathway analyses of the target genes of the CR-enriched miRNAs. KEGG pathway analysis revealed that the target genes of the CR-enriched miRNAs were involved in mainly pathways such as the peroxisome, fatty acid metabolism, and oxidative phosphorylation, which are involved in the repair of intestinal barrier damage through processes such as metabolism, cellular repair, and energy synthesis (Figure 2C). The GO includes biological processes (BPs), cellular components (CCs), and molecular functions (MFs). GO terms with a *p* < 0.05 were considered significantly enriched. Figure 2D lists the top 30 GO terms for the TB vs. CR comparison. The BP functions related to immune system processes and phosphorylation were significantly enriched. Specifically, these enriched BP functions may play a crucial role in the regulation of immune responses, which are integral to the intestinal barrier repair process and contribute to an effective stress response. For the CC category, the extrinsic component of the membrane was identified as an enriched GO term. This enrichment implies a potential impact on cell membrane dynamics, which is pertinent to the structural integrity of the intestinal barrier. In the MF category, the target genes of enriched miRNAs were found to be enriched in GO terms such as protein binding, protein kinase activity, and binding. These enrichments suggest a regulatory role in protein interactions and kinase activities, which are critical components of signaling pathways associated with cellular responses to stress and barrier repair mechanisms.

### 3.3. Validation of Differentially Expressed MiRNA by qRT-PCR

We used qRT-PCR technology to confirm the differential expression of miRNAs (Figure 3) that were identified by high-throughput sequencing. The results showed that the fold change in expression of the miRNAs was different between the qRT-PCR and high-throughput sequencing results. However, the trend of variation was consistent between the two analytical methods.

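In the sequencing data, miR-106a-5p (hsa-miR-106a-5p) had 52.0, 22.4 and 32.6 RPM in TB replicates 1 to 3 and 27.4, 28.6 and 17.9 RPM in CR replicates 1 to 3. The mean was 35.7 ± 15.1 RPM (SD, n = 3) in TB and 24.6 ± 5.87 RPM (SD, n = 3) in CR, and the groups overlapped (two-sided exact permutation test, p = 0.4, where 3 against 3 cannot go below 0.1). The log2 fold change was -0.46 (standard error 0.65, adjusted p = 0.999 from limma), so the difference was within the spread between replicates. Without TB replicate 1 it was -0.16, and it stayed below 0 with each library left out in turn. Within the 4 libraries other than TB replicate 1 and CR replicate 2, the means were 27.5 RPM in TB and 22.6 RPM in CR. The other names of miR-106a-5p had 1 read (mmu-miR-106a-5p) and 0 reads (dno-miR-106a-5p) in all. The miRNA miR-7-1-3p (hsa-miR-7-1-3p) had 1.804 ± 0.13 RPM (SD, n = 3) in TB and 0.936 ± 0.24 RPM (SD, n = 3) in CR, and every CR library lay below every TB library (two-sided exact permutation test, p = 0.1). Its log2 fold change was -0.54 (standard error 0.37, adjusted p = 0.999 from limma). These values rest on 11, 17 and 15 reads in TB and on 13, 1 and 10 reads in CR. The 95% Wilson intervals, from 1.01 to 2.75 RPM in TB replicate 3 and from 0.667 to 1.95 RPM in CR replicate 1, overlapped between single libraries.

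**Figure D2:**
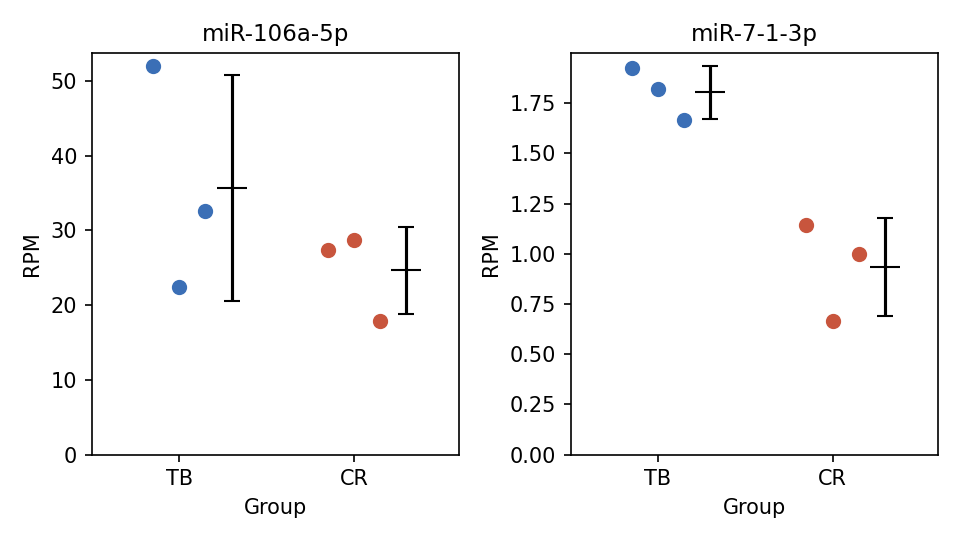
RPM (y axis) of miR-106a-5p and miR-7-1-3p in the TB and CR groups, with 1 point for each library and the mean ± SD (n = 3) beside the points. The CR values of miR-106a-5p lie between 17.9 and 28.6 RPM and overlap those of TB, whereas those of miR-7-1-3p, between 0.666 and 1.14 RPM, lie below all TB values.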

### 3.4. Effect of Apla-miR-106a-5p on Cell Viability of dIECs 

Cell viability analysis was performed at 12 h, 24 h, and 36 h post-treatment. After 12 h of transfection, both the NC and miR-106a-5p inhibitor groups exhibited a notable reduction in cell viability compared to that of the blank control group (*p* < 0.05). Notably, throughout the transfection period of 12–36 h, the miR-106a-5p inhibitor group exhibited significantly greater cell viability than did the NC group (*p* < 0.05). Furthermore, at both the 24-h and 36-h time points, cell viability in the miR-106a-5p inhibitor group exhibited a significant increase compared with that in the blank control group (*p* < 0.05) (Figure 4).

### 3.5. Effect of Apla-miR-106a-5p on Transmembrane Resistance in the dIECs 

According to the results of the transendothelial electrical resistance (TEER), compared with that of the blank control group, the TEER of the dIECs after H_2_O_2_ treatment decreased significantly, while the TEER of the dIECs in the apla-miR-106a-5p inhibitors group increased gradually during the subsequent 48 h of culture. In contrast, the TEER of the dIECs in the NC group decreased first and then slowly increased during the subsequent 48 h of culture, but these TEER values were significantly lower than those of the blank control group (*p* < 0.05) (Figure 5).

### 3.6. Differential Protein Expression and Pathway Analysis

Figure 6A shows the distribution of differentially expressed proteins between the TB group and the CR group. There were 45 proteins differentially expressed between the CR and TB groups: 23 upregulated proteins and 22 downregulated proteins. Figure 6B shows the clustered heatmap of differentially expressed proteins. The results of the KEGG analysis shown in Figure 6C revealed that the differentially expressed proteins in the duodenum of the CR and TB group ducks were enriched mainly in the MAPK signaling pathway (involving mitogen-activated protein kinase 2, MAP3K2, and mitogen-activated protein kinase 11, p38-β), the PPAR signaling pathway (involving fatty acid binding protein), the adipocytokine signaling pathway (involving lipid metabolism), and tight junction/gap junction pathways (involving intercellular junctions). Figure 6D lists the top 30 GO terms of the differentially expressed proteins of the TB and CR groups. The BP functions related to proteolysis, anion transport, and the immune response were significantly enriched in these proteins. The extracellular space, F-actin capping protein complex, cytoskeletal part, and bicellular tight junction were the enriched GO terms for CC. In the MF category, the differentially expressed proteins were enriched in various GO terms, including peptidyl-dipeptidase activity, metallopeptidase activity, and hydrolase activity.

### 3.7. Prediction of Targets in the 3′-UTR of Differentially Expressed miRNAs and Proteins 

Using Cytoscape 3.5.1 software, we predicted the targeted relationships between differentially expressed miRNAs and protein-coding genes based on miRNA high-throughput sequencing and TMT protein sequencing data. We screened out miRNA-mRNA pairs with post-transcriptional regulatory mechanisms (apla-miR-106a-5p/MAP3K2) (Figure 7A). Furthermore, using the bioinformatics tool TargetScan, we successfully identified the binding site of apla-miR-106a-5p in the MAP3K2 3′-UTR (Figure 7B).

### 3.8. Validation of the Negative Regulation of miRNA/mRNA Pairs

Quantitative PCR (qPCR) was used to verify the expression of apla-miR-106a-5p and MAP3K2 in tissue samples. As depicted in Figure 8A, the expression of apla-miR-106a-5p in the CR group was significantly lower than that in the TB group (*p* < 0.05). Conversely, MAP3K2 expression did not significantly differ in the two groups (Figure 8B). Further investigation revealed a significant increase in MAP3K2 protein expression in the CR group compared to that in the TB group (*p* < 0.05) (Figure 8C,D).

As shown in Figure 8E, recombinant reporters containing the 3′-UTR MAP3K2 were cotransfected into dIECs with miR-106a-5p mimics, the miR-106a-5p inhibitor, and a negative control (NC). Our findings indicated that the apla-miR-106a-5p inhibitor significantly enhanced luciferase activity in the MAP3K2 WT vector (*p* < 0.05) compared to that in the negative control (NC), while the apla-miR-106a-5p mimic significantly decreased luciferase activity of the MAP3K2 WT vector (*p* < 0.05). Transfection of apla-miR-106a-5p had no impact on the mutant form of MAP3K2.

## 4. Discussion

Duck eggs are a good source of protein and are enriched in various vitamins and minerals, making them pivotal for human nutrition [24]. In recent years, intensive duck farming has been widely adopted as a secure, environmentally friendly, and efficient farming model [25]. This approach involves initially raising ducklings in open-ground conditions and later transitioning them to intensive farming cages as they mature for production. However, during this transition, ducks are susceptible to stress-induced intestinal barrier damage, leading to reduced farming efficiency [26,27]. An increasing body of evidence suggests that miRNAs play a crucial role in the repair of intestinal barrier damage. In this study, we found that caged stress led to a decrease in body weight and feed intake in ducks, accompanied by elongated villi and deepened crypts, impacting intestinal barrier function. Additionally, caged stress resulted in a reduction in apla-miR-106a-5p expression and an increase in MAP3K2 expression. Furthermore, apla-miR-106a-5p was found to functionally target MAP3K2, inhibiting its expression and promoting the repair of intestinal barrier function during stress conditions.

MiRNAs are endogenous small noncoding RNAs that have been shown to be involved in various cellular processes, including proliferation, differentiation, migration, invasion, and apoptosis, according to numerous studies [28,29]. Importantly, miRNAs play a pivotal role in the repair of oxidative stress damage to the intestinal barrier [30,31,32]. In our study, miRNA sequencing analysis revealed 21 differentially expressed miRNAs in the intestines of cage-reared ducks compared to those in the traditional breeding group. Among these miRNAs, miR-106a-5p is a significantly downregulated key miRNA.

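The paper names miR-106a-5p as a member of the miR-17 family, whose members can share reads. Among them, miR-17-5p (hsa-miR-17-5p) had 84.6 ± 17.5 RPM (SD, n = 3) in TB and 68.0 ± 11.2 RPM (SD, n = 3) in CR, miR-20b-5p (aca-miR-20b-5p) had 68.7 ± 14.5 and 55.8 ± 16.4 RPM, and miR-20a-5p (hsa-miR-20a-5p) had 119 ± 41.7 and 114 ± 68.3 RPM. The groups overlapped in all 3 miRNAs. Over the 10 tested names of the family the median log2 fold change was -0.29, and -0.47 after TMM scaling of the RPM values, a setting chosen after the data were seen, which moved the median of all tested names from 0.05 to -0.11. With one library left out it ran from -0.53 (without CR replicate 1) to -0.16 (without TB replicate 1). The family as a set had an adjusted p of 0.794 (fry, Benjamini-Hochberg over the families). Both the median and this test count each name of a miRNA separately, also where names share reads. From the predicted relationships between the differentially expressed miRNAs and proteins (Fig. 7A), the paper screened out the pair of apla-miR-106a-5p and MAP3K2.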

MiR-106a, a member of the miR-17 family, has garnered increased attention for its abnormal regulation in the context of inflammation and oxidative stress within the body [33]. Moreover, miRNA-106a-5p has been established as a pivotal regulator of various biological processes, including cell proliferation, migration, autophagy, and ferroptosis [34,35]. A previous study revealed a significant downregulation of miR-106a-5p in an H_2_O_2_-induced cellular oxidative stress model, which is indicative of premature aging [36]. Additionally, research has highlighted the role of miR-106a-5p in alleviating apoptosis and oxidative damage in human umbilical vein endothelial cells induced by oxidized low-density lipoprotein; this effect was achieved through the targeting of STAT3 and the reduction of reactive oxygen species (ROS) levels in vivo [37]. In this study, we observed a substantial reduction in the expression level of miR-106a-5p in the intestines of cage-reared ducks during the injury repair period. Moreover, the inhibition of apla-miR-106a-5p expression increased cellular viability and reduced intestinal barrier permeability. These findings strongly suggest that miR-106a-5p plays a role in repairing intestinal mucosal damage caused by the stress associated with cage rearing in ducks. 

MAP3K2, a member of the MAP3K family, plays a pivotal role in the IL-18/MAP3K2/JNK pathway, which is essential for T-cell immunity in the intestine and shows promise as a new target for intervention in T-cell-mediated colitis [38]. Furthermore, recent research has revealed that intestinal stromal cells can regulate the proliferation and differentiation of intestinal stem cells by enhancing WNT signaling through MAP3K2. This effect on intestinal regeneration is mediated by the ROS/MAP3K2/ERK5/KLF2 axis [21]. Notably, studies have also demonstrated that the levels of MAP3K2 in serum samples from patients with acute myocardial infarction are elevated. Furthermore, miR-1184 has been identified as a regulator that targets and inhibits the expression of MAP3K2 to mitigate hypoxia-induced injury in AC16 cells [39]. Through TMT protein sequencing, we observed significant upregulation of the MAP3K2 protein in the caged stress group. In the present study, apla-miR-106a-5p was identified as promoting the repair of intestinal barrier damage by targeting MAP3K2. Additionally, the 3′-UTR region of MAP3K2 contains binding sites for apla-miR-106a-5p, demonstrating the direct targeting of MAP3K2 by apla-miR-106a-5p and post-transcriptional regulation of MAP3K2 at the protein level.

## 5. Conclusions

In summary, as shown in Figure 9, our results revealed that the caging process in prelaying ducks induces oxidative stress, which damages intestinal barrier integrity. Differentially expressed miRNAs and proteins were screened in the intestinal tissues of the traditional breeding and caged rearing groups of ducks. MiR-106a-5p, which was downregulated in the caged group, activated *MAP3K2* expression through transcriptional regulation by binding to its 3′-UTR, thus activating the MAPK-related signaling pathway and ultimately repairing intestinal barrier damage. These findings provide a basis for further study of the molecular mechanism of intestinal barrier repair in caged ducks under stress and help to clarify the oxidative stress that occurs during the caging process from a new perspective by using transcriptome and proteome sequencing data.

## Figures and Tables

**Figure 1:**
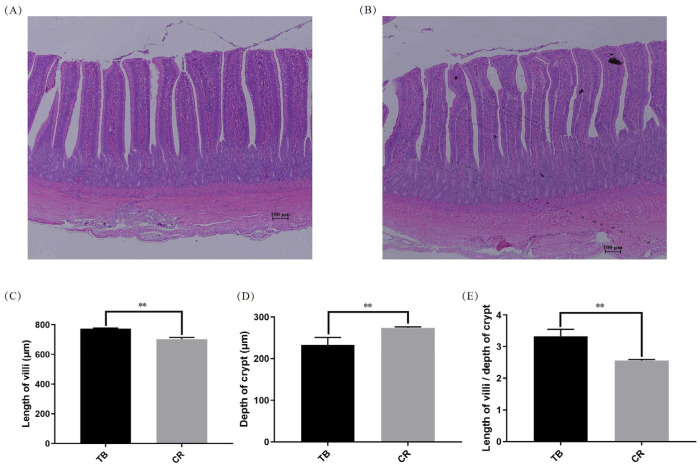
The effects of early-life stress on the structure of duodenal villi in laying ducks (40× magnification). (**A**) H&E-stained image of duodenal villi and crypts in the TB group; (**B**) H&E-stained image of duodenal villi and crypts in the CR group; (**C**) Effects of different breeding methods on the height of experimental duck villi; (**D**) Effects of different breeding methods on the depth of experimental duck crypts; (**E**) Effects of different breeding methods on the ratio of villi height to crypt depth in experimental ducks. ** indicates extremely significant differences (*p* < 0.01); Abbreviations: H&E, hematoxylin and eosin; TB, traditional breeding; CR, cage rearing.

**Figure 2:**
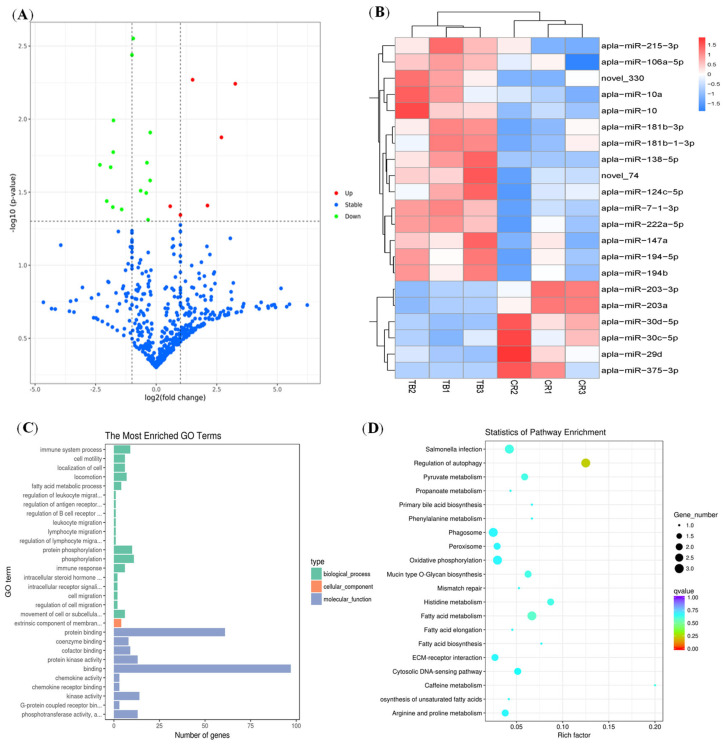
Analysis of differentially expressed miRNAs. (**A**) Volcano plot of differentially expressed miRNAs in the CR group and the TB group. The x-axis and y-axis indicate log2 (fold change) and 2log10 (FDR) of differentially expressed miRNAs in the CR group, respectively. The red color represents upregulated miRNAs, and the green color represents downregulated miRNAs. The dashed lines represent the significance thresholds in statistics. The vertical dashed line represents the threshold for −log_2_(fold change), while the horizontal dashed line represents the threshold for −log_10_(*p*-value). (**B**) Clustering map of differentially expressed miRNAs in the CR group and the TB group. The blue-to-red color range displays low to high expression levels, respectively. (**C**) Top 30 enriched GO terms of target genes of 21 differentially expressed miRNAs in the CR group compared with the TB group. (**D**) Top 20 enriched KEGG terms of target genes of 21 differentially expressed miRNAs in the CR group compared with the TB group. Abbreviations: FDR, false discovery rate; GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes.

**Figure 3:**
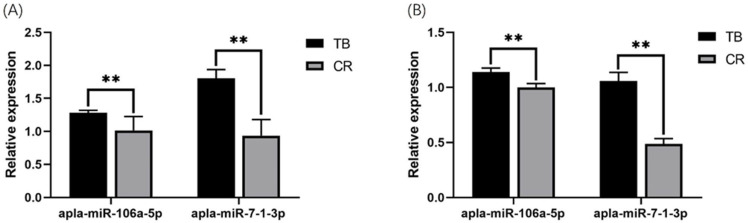
Validation of selected miRNAs by qRT-PCR. (**A**) RNA-seq of selected miRNA expression levels. (**B**) The relative expression was detected by qRT-PCR. The data are presented as the mean ± standard deviation (n = 3). Abbreviations: RNA-seq, RNA sequencing; RT-qPCR, quantitative real-time PCR. ** means *p* < 0.01.

**Figure 4:**
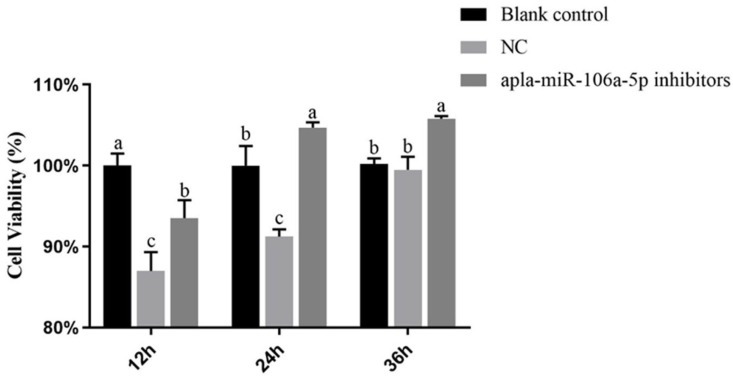
The effect of apla-miR-106a-5p on cell viability in the oxidative stress model of duck intestinal epithelial cells. NC, negative control. Different lowercase letters indicate significant differences in the apla-miR-106a-5p expression levels among the oxidative stress model in duck intestinal epithelial cells; identical letters indicate no significant difference, while different letters indicate a significant difference (*p* < 0.05).

**Figure 5:**
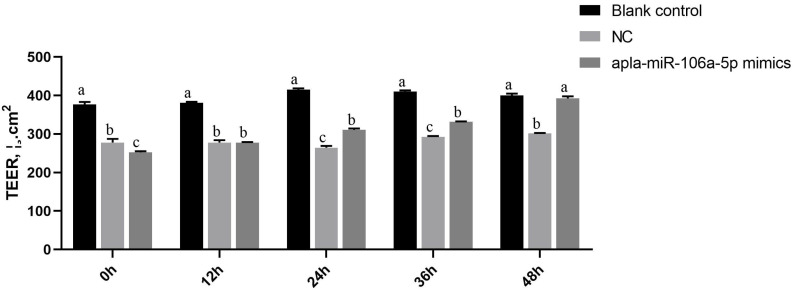
The effect of apla-miR-106a-5p on transmembrane resistance in the oxidative stress model of duck intestinal epithelial cells. NC, negative control. The lowercase letters (a, b, and c) are used to represent different levels of significance. Identical letters indicate no significant difference, while different letters indicate a significant difference (*p* < 0.05).

**Figure 6:**
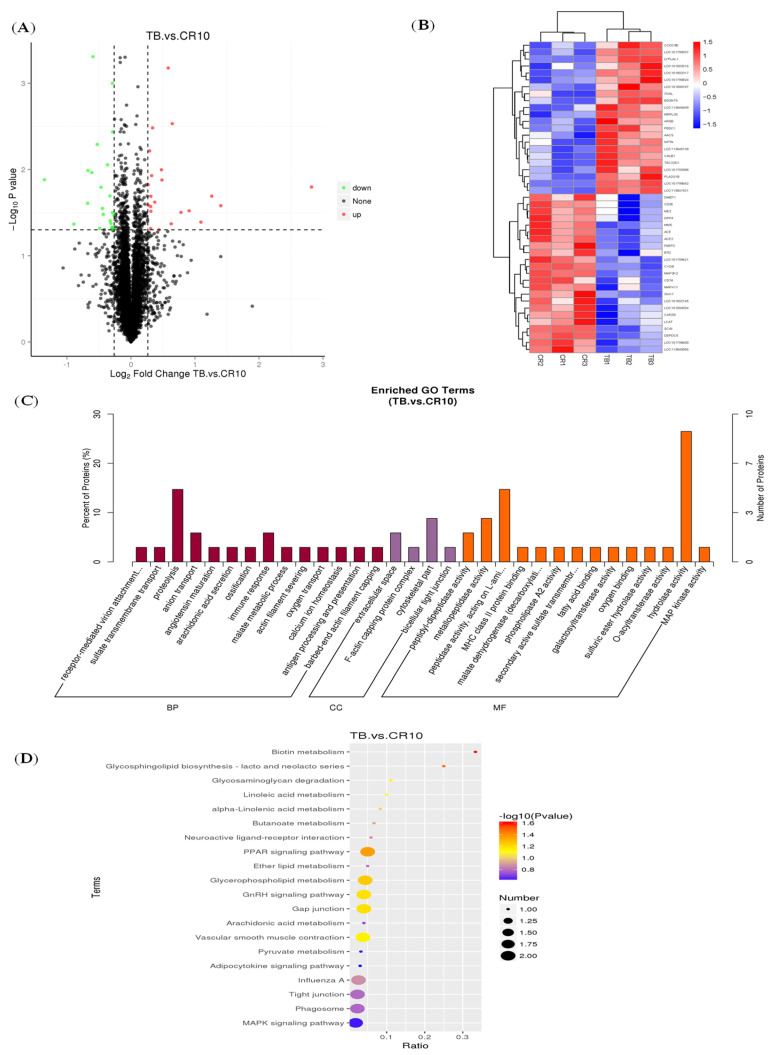
Analysis of differentially expressed proteins. (**A**) Volcano plot of differentially expressed proteins in the CR group and the TB group. The x-axis and y-axis indicate log2 (fold change) and 2log10 (FDR) of differentially expressed proteins in the CR group, respectively. The red color represents upregulated proteins, and the green color represents downregulated proteins. The dashed lines represent the significance thresholds in statistics. The vertical dashed line represents the threshold for −log_2_(fold change), while the horizontal dashed line represents the threshold for −log_10_(*p*-value). (**B**) Clustering map of differentially expressed proteins in the CR group and the TB group. The blue-to-red color range displays low to high expression levels, respectively. (**C**) Top 30 enriched GO terms of 45 differentially expressed proteins in the CR group compared with the TB group. (**D**) Top 20 enriched KEGG terms of 45 differentially expressed proteins in the CR group compared with the TB group. Abbreviations: FDR, false discovery rate; GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes.

**Figure 7:**
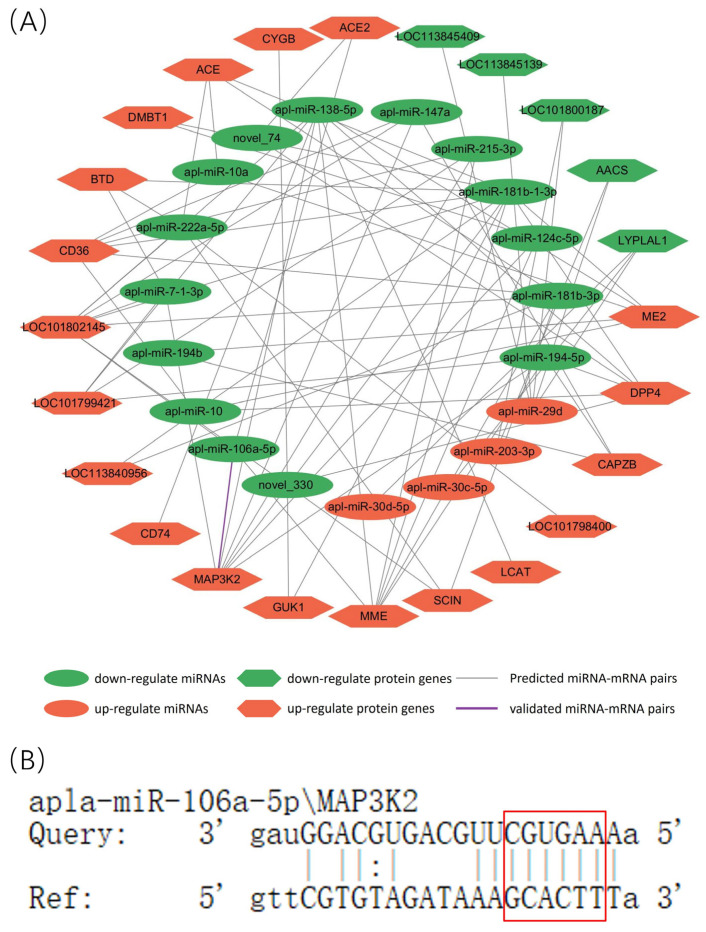
(**A**) Regulatory networks of the differentially expressed miRNAs and their putative genes involved in intestinal damage repair. (**B**) Binding sites for miR-106a-5p in the MAP3K2 3′UTR. The red box highlights the binding site for this interaction.

**Figure 8:**
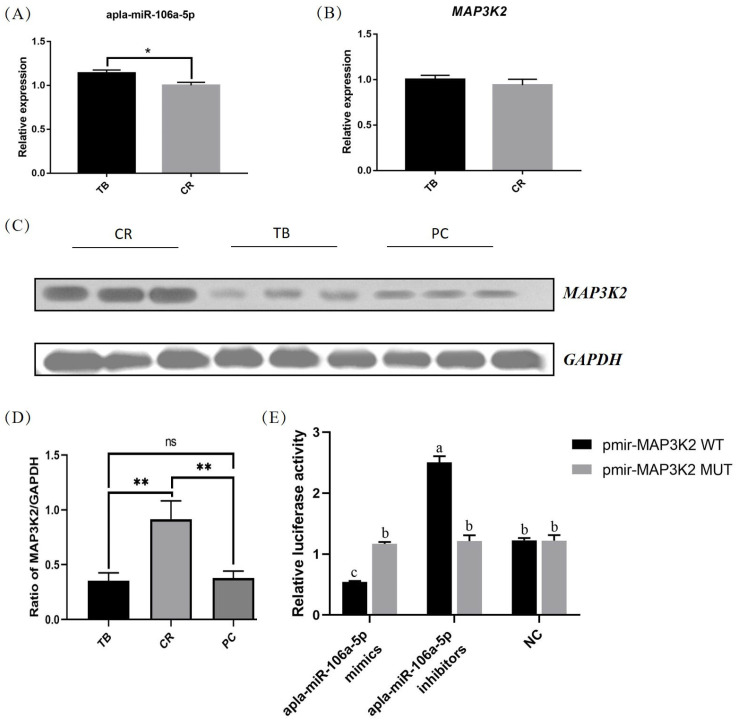
qPCR and WB validation. (**A**) Expression level of apla-miR-106a-5p in tissue samples; (**B**) Expression level of MAP3K2 in tissue samples; (**C**) Expression level of MAP3K2 protein in tissue samples; original Western blot figure is in Figure S1 (**D**) Grayscale analysis of MAP3K2 protein expression level; (**E**) Dual luciferase reporter gene validation. WT, wild type; Mut, mutant; TB, traditional breeding; CR, cage rearing; PC, positive control; NC, negative control. The lowercase letters (a, b, and c) are used to represent different levels of significance. Identical letters indicate no significant difference, while different letters indicate a significant difference. (*p* < 0.05). * indicates significant difference, ** indicates extremely significant difference, ns indicates no significant difference.

**Figure 9:**
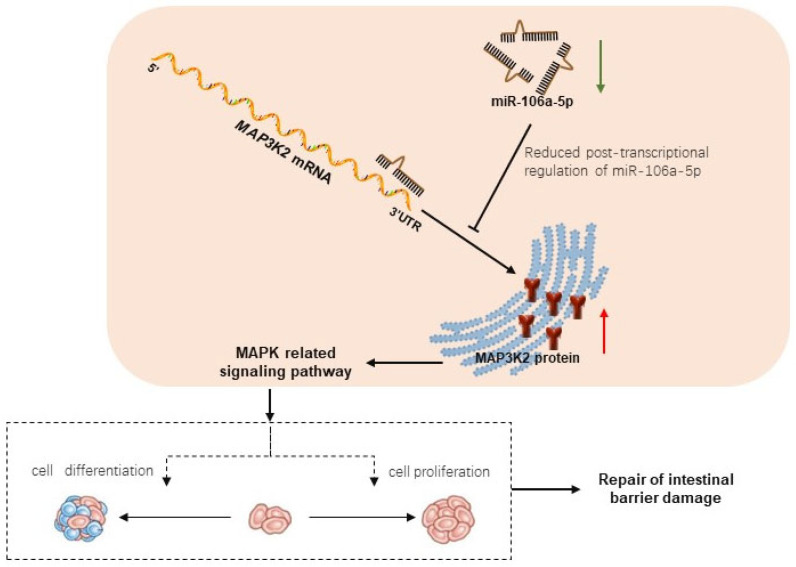
Model diagram of miR-106a-5p target *MAP3K2* promotes repair of oxidative stress damage to the intestinal barrier in prelaying ducks.

**Table 1:** Primer sequences for RT-qPCR.

Primer	Sequences (5′ to 3′)
apla-miR-106a-5p-RT	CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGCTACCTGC
apla-miR-106a-5p-F	CTGGTAGGAAAAGTGCTTACAGTGCA
apla-miR-106a-5p-R	TCAACTGGTGTCGTGGAGTCGGC
apla-miR-7-1-3p-RT	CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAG
apla-miR-7-1-3p-F	CTGGTAGGCAACAAATCACAGTCTGC
apla-miR-7-1-3p-R	TCAACTGGTGTCGTGGAGTCGGC
*MAP3K2-F*	AATACGGTGTTTGGTGTC
*MAP3K2-R*	GTGATTTGGGATAGTTGTC
U6-RT *	AACGCTTCACGAATTTGCGT
U6-F *	CTCGCTTCGGCAGCACA
U6-R *	AACGCTTCACGAATTTGCGT
*β-ACTIN-F* ^#^	ATGTCGCCCTGGATTTCG
*β-ACTIN-R* ^#^	CACAGGACTCCATACCCAAGAA

* and ^#^ indicate the housekeeping genes for miRNA and protein-coding genes, respectively. RT, stem ring primer LOOP; F, forward primer; R, reverse primer.

**Table 2:** The oligonucleotide sequences.

Primer	Sequences (5′ to 3′)
apla-miR-106a-5p mimics	F: CAAAGUGCUAACAGUGCAGGUAG
	R: ACCUGCACUGUUAGCACUUUGUU
apla-miR-106a-5p inhibitor	F: CUACCUGCACUGUUAGCACUUUG
	R: ACCUGCACUGUUAGCACUUUGUU
NC mimics	F: UUCUCCGAACGUGUCACGUTT
	R: ACGUGACACGUUCGGAGAATT
NC inhibitor	F: CAGUACUUUUGUGUAGUACAA
	R: ACGUGACACGUUCGGAGAATT

NC, negative control; F, forward primer; R, reverse primer.

**Table 3:** The effects of cage-induced stress on body weight gain and feed intake in laying ducks.

Item	Breeding Methods		*p*-Value
	TB	CR	
BWG(g)	49.51 ± 96.67	−42.47 ± 122.24	<0.01
FI(g)	159.38 ± 0.99	130.34 ± 4.78	<0.01

TB, traditional breeding; CR, cage rearing; BWG, body weight gain; FI, food intake.

## Data Availability

The datasets of miRNA-seq generated for this study can be found in the GEO submission database (Bioproject ID: GSE237634).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani14071037/s1, Figure S1: Original Western Blot figure of Figure 8C.

## Abbreviations

TB: Traditional Breeding; CR: Cage Rearing; dIECs: duck Intestinal Epithelial Cells; H&E: Hematoxylin and Eosin; KEGG: Kyoto Encyclopedia of Genes and Genomes; GO: Gene Ontology; CCK-8: Cell Counting Kit-8; TEER: Transepithelial Electrical Resistance; BP: Biological Processes; CC: Cellular Components; MF: Molecular Functions.

How the deposited data were processed for this re-analysis (not part of the article)

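Small RNA of the duodenum was sequenced in 3 TB and 3 CR samples after a trial of 10 days. The authors deposited 1 table for each library, with 1568 miRNA names and a value for each in RPM (reads of the name scaled so that each library sums to 1000000), under a column headed TPM. The paper's methods section gives TruSeq small RNA libraries on an Illumina HiSeq platform and names FPKM as the normalization; for differential expression it requires FPKM ≥ 100.00 and p < 0.01. No aligner, genome build or read filter was found in its text. All values of all libraries (100.0%) were whole multiples of the value of 1 read, which gave 1500905 to 11395209 reads for each library as a sum over all names, where a read counted under several names enters each time. Each library was taken as 1 replicate of its group.

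The tests had been planned for read counts, with limma as the test for a normalized unit. Because the deposited values are RPM, limma 3.58.1 (lmFit and eBayes with a trend) on log2(RPM + 1) was used, on the names with at least 10 reads in at least 3 of the 6 libraries, which hold at least 99.8% of this sum in each library. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives, and edgeR with TMM gave 5 names with an unadjusted p under 0.05 and 0 with an adjusted p under 0.05. Adjusted p-values are from the Benjamini-Hochberg method over all tested names. Single miRNAs were also compared with two-sided exact permutation tests on RPM, whose smallest p is 0.1 with 3 libraries against 3. The distance between groups was tested by permutation over all 10 splits of the 6 libraries. Marker lists of cell types and families of miRNAs were tested with fry, with camera beside it. Python 3.11.15, R 4.3.3, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

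The scripts were tested on simulated data. Of 662 simulated names with 200 changed by 2 on the log2 scale at a dispersion of 0.05, limma recovered 196 with 8 false calls, edgeR 199 with 10 and DESeq2 194 with 11. With no name changed, 32 of 662 had an unadjusted p under 0.05 in limma. The distance test ranked the simulated groups first among the 10 splits. None of these simulations held a split like that of TB replicate 1 and CR replicate 2. In the data the standard error of the log2 fold change in limma was 1.74 for hsa-miR-30c-5p and 2.41 for hsa-miR-92a-3p. The simulated recovery therefore does not carry over to miRNAs that follow the split.

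The named miRNAs were set by a rule: those of Fig. 2B, the 5 with the highest mean, the members of the marker and family lists, and up to 5 in each direction with the largest changes among those past a threshold of an unadjusted p under 0.01 or an adjusted p under 0.05, of which there were 0. The highest means belonged to miR-143 under 3 names (136311 to 144698 RPM), miR-215-5p (78190 RPM) and miR-21 (60258 RPM). The rule that matches names across species prefixes was chosen after the files were seen, as was the split of the libraries into TB replicate 1 and CR replicate 2 against the other 4. Alternatives comprised other tests, normalizations, filters and pseudocounts, a block for the replicate number, each library left out, known miRNAs only and rows with identical reads counted once. Target prediction, proteomics and quantitative PCR were not analysed here.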

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

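All tests in this part were chosen after the results were seen, and so was the requirement that a CR library exceed the highest TB library more than 10 times.

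The paper does not discuss miR-122. In CR replicate 2 it had 328 RPM under oha-miR-122-5p, from 492 reads (95% Wilson interval 300.1 to 358 RPM), 327 RPM under cgr-miR-122 and 243 RPM under rno-miR-122b, names that can share reads. TB replicates 1 to 3 had 7.36, 3.00 and 1.55 RPM under oha-miR-122-5p, and CR replicates 1 and 3 had 3.16 and 5.10 RPM, so the group difference rests on 1 library. The log2 ratio of CR replicate 2 to TB replicate 1, the library most like it, was 5.30 for this name, above all 657 other tested names, whose largest was 3.01. This argues against the shift in composition that both libraries share. miR-122 was the only miRNA of the hepatocyte list, so liver RNA in 1 sample stays a candidate explanation, with 328 RPM as the whole of its evidence, and it cannot be told apart from a change in the duodenum of this sample. A response to cage rearing was not seen in the other 2 CR libraries.

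In the same library mmu-miR-101b-3p had 22.7 RPM, from 34 reads, against 1.55 to 1.93 RPM in TB and 0.527 and 0.900 RPM in CR replicates 1 and 3. miR-101-3p (hsa-miR-101-3p) went the other way, at 768 RPM in CR replicate 2 against 5331 and 7828 RPM in the other CR libraries. TB replicate 1 was as low, at 733 RPM, against 8426 and 9056 RPM in TB replicates 2 and 3. The ratio of both names varied 299-fold over the libraries, which argues against a fixed share of miR-101-3p reads counted under the other name. No biological explanation was tested for it.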

How the results depend on the processing

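The alternatives were set before the data were examined, except those said to be added. TMM-edgeR had been planned as the test for counts. Of the values computed for the main comparisons, 172 stayed as reported, 30 moved and 3 became stronger.

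The number of miRNAs with an unadjusted p under 0.05 was 0 in limma. It was 5 with DESeq2 (5 higher, 0 lower in CR), 5 with edgeR and upper-quartile scaling (5 higher), 1 with edgeR and library size alone (1 higher), 4 without a filter on low counts (3 higher, 1 lower), 1 with known miRNAs only (1 higher), 8 with the test of the paper's statistics section on RPM (1 higher, 7 lower) and 9 with that test on log2(RPM + 1) (1 higher, 8 lower). Among the added alternatives it was 5 with edgeR and TMM (5 higher), 32 with the library split as a block in limma (27 higher, 5 lower), 49 with it in edgeR (20 higher, 29 lower), 24 without both TB replicate 1 and CR replicate 2 (3 higher, 21 lower) and 17 with the paper's test on RPM and no filter (4 higher, 13 lower). For scale, limma gave 32 of 662 names in a simulation with no name changed. The limma and edgeR fits with the library split as a block shared 25 names, and the limma fit with the block and the fit without both libraries shared 2. The cause was not tested. The number was 0 in each of the 6 fits that left out one replicate. All 10 of the 10 splits of the 6 libraries gave at least 0 names, so the count says nothing on chance. The 4 splits that put TB replicate 1 and CR replicate 2 on one side gave 44 to 220 names and the 6 others 0 to 1, the real split included.

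The number with an adjusted p under 0.05 was 0 in every alternative except 5 in the limma fit with the library split as a block, all 5 of them names of miR-122 that rest on CR replicate 2. The edgeR fit with that block gave 0. The number with an unadjusted p under 0.01 and a mean of at least 100 RPM was 0 except for 1 with that block in limma and 1 in edgeR. For both numbers 10 of the 10 splits gave as many. Each was 0 in all fits that left out one replicate.

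Of the 21 miRNAs of Fig. 2B, 0 had an unadjusted p under 0.05 in the direction of the study. The number was 4 with the paper's test on RPM, 4 with it on log2(RPM + 1) and, among the added alternatives, 8 with it on RPM without a filter, 1 with the library split as a block in limma and 2 in edgeR. It was 0 in the fits that left out one replicate. The cause was not tested, apart from the filter, without which names with fewer reads enter.

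The log2 fold change of miR-106a-5p was below 0 and not past the threshold under all alternatives run, from -0.16 (without TB replicate 1) to -0.75 (without TB replicate 2) with one replicate left out. That of miR-7-1-3p was below 0 throughout, from -0.62 to -0.44 with one replicate left out, and past the threshold only with the paper's test, at -0.53 on RPM, -0.54 on log2(RPM + 1) and -0.53 on RPM without a filter (added). Of the single miRNAs named beside them, 15 values reversed and 16 became stronger. For hsa-miR-30d-5p (0.04 in limma) the log2 fold change was -0.20 with DESeq2, -0.0096 with edgeR and library size alone, -0.12 with upper-quartile scaling, -0.0095 with the paper's test on RPM with the filter or (added) without it, -0.15 with the replicate block in edgeR and, among the added alternatives, -0.28 with edgeR and TMM, -0.15 with TMM-scaled RPM and -0.14 with the library split as a block in edgeR, and it ran from -0.77 to 0.89 with one replicate left out. For hsa-miR-30c-5p it ran from -2.03 to 0.95 with one replicate left out. Both miRNAs differ many-fold between TB replicate 1 or CR replicate 2 and the other 4 libraries, so each library left out changes the balance of the groups.

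The number of miRNAs identified was 1470. It was 845 with at least 10 reads in any library, 724 with 1 read in every library, 830 with rows of identical counts counted once and 860 with names merged across species (added), and 1408 to 1445 with one replicate left out. The number detected in one group only was 280. It was 123 with at least 10 reads in any library of one group and fewer in all of the other, 3 with reads in every library of one group and 0 in the other, 53 with rows of identical counts counted once, 163 with names merged across species (added) and 276 to 370 with one replicate left out. CR replicate 2, with 1500905 reads, limits what can be said of miRNAs under 2.00 RPM. Names with few reads can have identical counts by chance, which lowers the 830 and the 53.

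The separation of the groups was -0.04 and stayed below 0 under all alternatives run, from -0.06 to -0.03 with one replicate left out, and 3 against 3 cannot pass the threshold. TB replicate 1 and CR replicate 2 lie in different groups, so their split dominates this value. Its sign therefore says nothing on a smaller effect of the group. By fry, 0 marker lists and 0 families had an adjusted p under 0.05, also with one replicate left out. With camera and a preset correlation 1 marker list (hepatocyte) and 2 families (miR-17 and miR-194) did, and none of these held under fry or camera with an estimated correlation (added). All 10 of the 10 splits gave at least as many lists with an unadjusted p under 0.05, since the real split gave 0.

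The groups share replicate numbers, but the paper names no pairing. The deviations of same-numbered libraries from their group means had correlations of -0.80, -0.91 and 0.91 across miRNAs. Pairs with different numbers also followed the split, with 0.93 for TB replicate 1 with CR replicate 2 and -0.94 for TB replicate 1 with CR replicate 3. The split dominates these deviations, so they cannot decide whether the numbers pair the libraries. With the replicate number as a block, 0 miRNAs had an unadjusted p under 0.05 in edgeR and 0 in limma (added), and the log2 fold change of miR-106a-5p was -0.66 in edgeR and -0.46 in limma.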

Differences from the paper's values

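The paper reports 713 identified miRNAs, and 1470 names had at least 1 read. Of the alternatives set before the data were examined, 845 with at least 10 reads in any library, 724 with at least 1 read in every library and 830 with rows of identical counts counted once lay within 1.5 times the paper's number. Known miRNAs only (1390) and the settings with one replicate left out (1408 to 1445) did not. Merging names across species, chosen after the values were seen, gave 860.

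The paper reports 21 differentially expressed miRNAs, and limma gave 0 at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times the paper's number, the closest being 9 with the test of its statistics section on log2(RPM + 1). With alternatives chosen after the values were seen, that test on RPM without a filter on low counts gave 17. Also chosen then, limma without both TB replicate 1 and CR replicate 2 gave 24. By the matched name with the highest mean, the first called 8 of the 21 in the direction of Fig. 2B and the second 0.

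The paper reports 6 miRNAs as upregulated, and limma gave 0. DESeq2 gave 5 and edgeR with upper-quartile scaling gave 5. By the matched name with the highest mean, each called 0 of the 21 miRNAs of Fig. 2B in the direction shown there. The other alternatives set before the data were examined did not come within 1.5 times. edgeR with TMM, planned for counts and run here on the recovered reads, gave 5 and likewise called 0 of the 21. The paper's test without a filter, chosen after the values were seen, gave 4. The paper reports 15 as downregulated, and limma gave 0. None of the alternatives set before the data were examined closed the gap. Of those chosen after the values were seen, the paper's test without a filter gave 13 and limma without both TB replicate 1 and CR replicate 2 gave 21. In the direction of Fig. 2B that limma fit called only ssa-miR-30d-5p, which was higher in CR, so its 21 came near in number only.

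For miR-106a-5p the sequencing value in Fig. 3A is about 1.3 in TB and about 1.0 in CR, read by eye on an axis of relative expression. The deposited values had means of 35.7 RPM in TB and 24.6 RPM in CR, and no library left out closed this gap. The ratio of TB to CR, which does not depend on the unit, is about 1.3 in Fig. 3A, read by eye, and was 1.45 here, within 1.5 times of each other. For miR-7-1-3p, about 1.8 and about 0.93 in Fig. 3A, read by eye, stand beside 1.804 and 0.936 RPM here.

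The paper calls miR-106a-5p significantly downregulated. It also reports a significantly lower level in CR tissue by quantitative PCR (Fig. 8A), which was not analysed here. In the sequencing data miR-106a-5p had an adjusted p of 0.999 in limma, and no alternative gave it an unadjusted p under 0.05. The smallest was 0.0967, in the edgeR fit with the library split as a block, chosen after the values were seen. Fig. 2B shows novel_330 lower in CR, while its 4 reads were all in CR replicate 2. It shows miR-30d-5p and miR-30c-5p higher in CR, while the means of hsa-miR-30d-5p and hsa-miR-30c-5p were lower there. Names with fewer reads went in the direction of Fig. 2B, ssa-miR-30d-5p (245 reads in all) and pma-miR-30c-5p (160 reads in all).

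Several of the 21 miRNAs had an unadjusted p under 0.05 in the direction of Fig. 2B under some setting. The test of the paper's statistics section, on RPM and on log2(RPM + 1), called miR-10, novel_74, miR-7-1-3p, miR-194b and ssa-miR-30d-5p, and on the log2 scale also sha-miR-10a. limma without a filter called gga-miR-138-5p, oni-miR-203a and ame-miR-375-3p. edgeR with library size alone and limma on known miRNAs only called ssa-miR-30d-5p. Of the settings chosen after the values were seen, the paper's test on RPM without a filter called 8 of the 21 by the matched name with the highest mean, and 11 when any matched name was allowed. To those it called on RPM with the filter, it added miR-181b-3p, miR-181b-1-3p, miR-203-3p and miR-203a by the highest name and gga-miR-138-5p and oan-miR-222a-5p by a lower one. The library split as a block called novel_74 and ssa-miR-30d-5p in limma and in edgeR, and miR-215-3p in edgeR alone, and limma without both TB replicate 1 and CR replicate 2 called ssa-miR-30d-5p.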

Other observations

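The marker and family lists and their tests with fry, also without the filter or with one replicate left out, were set before the data were examined. TMM-scaled RPM and the other tests in this part were chosen after the results were seen.

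TB replicate 1 and CR replicate 2 had a composition unlike that of the other 4 libraries. miR-92a-3p (hsa-miR-92a-3p) had 8090 and 15753 RPM in these libraries and 114 to 170.1 RPM in the others. miR-181a-5p (mmu-miR-181a-5p) had 8851 and 10773 RPM against 109 to 253 RPM, and let-7b-5p (hsa-let-7b-5p) 3351 and 3290.0 RPM against 193 to 289 RPM. The shift was larger still for miR-1260 (cgr-miR-1260), at 277 and 2043 RPM against 1.33 to 3.25 RPM. For miR-2898 (bta-miR-2898) the values were 309.5 and 2242 RPM against 1.22 to 2.78 RPM. In the other direction, miR-215-5p (hsa-miR-215-5p) had 11200 and 12535 RPM against 91467 to 143915 RPM, and miR-101-3p (hsa-miR-101-3p) 733 and 768 RPM against 5331 to 9056 RPM. These miRNAs were chosen after their values were seen. Since 1 library of each group is involved, the group does not explain the split.

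These libraries also have the lowest sums of reads over all names, 5708735 and 1500905. After all libraries were thinned to 1500905 reads, the lowest Spearman correlation among the other 4 was 0.954, and their highest with TB replicate 1 or CR replicate 2 was 0.763, which argues against depth. The log2 ratio of the 2 libraries to the other 4 ran from -1.72 (10th percentile) to 4.53 (90th percentile) over 180 distinct abundant sets of reads, which argues against a single scaling factor for each library. Names of the striated muscle list with a mean of at least 100 RPM moved apart, from -4.11 for miR-1b-3p to 2.97 for miR-133a-3p. This argues against a different share of striated muscle as the whole cause. All tested names of the miR-106a cluster list, without that limit, also moved apart, from -3.35 for miR-19b-3p to 6.38 for miR-92a, with 0.64 for miR-106a-5p. This argues against a change in the transcription of this cluster as a whole, but it depends on the names used. With the limit of 100 RPM only names of miR-92a and miR-363 remained, all with positive ratios, and the test would have come out the other way. Recovery of small RNAs that depends on their sequence during library preparation stays a candidate explanation. The values that it would have to order, from -1.72 to 4.53, carry no sequences in the files. It therefore cannot be told apart from other causes, such as a difference between the animals, which were not tested.

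The name ssa-miR-30d-5p had 2.63, 3.43 and 2.88 RPM in TB and 6.58, 10.7 and 8.10 RPM in CR, higher in 3 of 3 CR libraries, while the far more abundant hsa-miR-30d-5p followed the split of the libraries. The ratio of the first name to the second varied 22.9-fold over the libraries, which argues against a fixed share of the reads of the second counted under the first. A biological explanation was not tested beyond the group difference itself, whose adjusted p in limma was 0.999.

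By fry the 10 marker lists had adjusted p-values of 0.985 each, with median log2 fold changes of -0.07 (pancreatic acinar), 0.09 (endocrine), 0.01 (striated muscle), -0.04 (smooth muscle), -0.0031 (erythrocyte), -0.06 (intestinal epithelium), 0.17 (leukocyte), -0.23 (squamous epithelium), 0.36 (neuron) and 2.23 (hepatocyte, miR-122 in 1 library). Of the families, miR-194 had the smallest adjusted p, 0.346, with a median of -0.40. The medians were 0.18 for the miR-106a cluster (adjusted p = 0.955), -0.30 for the miR-30 family (0.955), 0.18 for the miR-181 family (0.955) and 0.13 for the miR-10 family (0.955), and the miR-203 family had too few reads to be tested with the filter. Without the filter its 7 names had a median of 1.299, higher in CR, with an adjusted p of 0.140 by fry. In all these lists a miRNA counts once for each of its names, also where names share reads, so the medians and tests weigh miRNAs by their names. The direction by fry did not always follow the median. For the miR-106a cluster and the endocrine list it was lower in CR, against positive medians.

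Most of these medians moved when a single library was left out. With one replicate left out in turn, 8 of the 10 marker lists and 4 of the 6 families tested changed sign. The median of the miR-181 family was 1.63 without TB replicate 1 and -1.21 without CR replicate 2, that of the miR-106a cluster 0.96 and -0.54, that of the miR-30 family 0.45 without CR replicate 3 and -0.50 without CR replicate 2, and that of the miR-10 family 0.67 and -0.26 without the same libraries. The miR-17 and miR-194 families stayed below 0, and the neuron list (0.11 to 0.67) and the hepatocyte list (0.23 without CR replicate 2) above 0. Each library left out changes the balance of TB replicate 1 and CR replicate 2 between the groups. With TMM-scaled RPM (added), which moved the median of all tested names from 0.05 to -0.11, the medians of the miR-106a cluster, the miR-181 family and the miR-10 family were -0.01, -0.0056 and -0.05, shifts of the same order that say nothing on these lists alone.

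The paper prints several sequences for miR-106a-5p. Relative to the mature sequence spelled by the primers of Table 1, counted from 1 at the 5′ end, the mimic of Table 2 has A1C and T10A, and the query of Fig. 7B, read by eye, has A11G. The files list miR-106a-5p under 3 species prefixes without sequences, so these could not be set against the reads.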
